A study of Mus musculus with 6 samples.

How the data were processed

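CD8 T cells, sorted from mouse spleen as CD45+ CD3+ CD8a+ cells, were profiled by RNA-seq in 6 libraries: 3 from control animals and 3 from animals labelled as treated with focused ultrasound. Per the labels' protocols, RNA was extracted with TRIzol and the libraries were made with a VAHTS Universal kit, whose version differs between the series' design text and the extraction protocol. The labels give no aligner, counting method, genome build, batch, dose or interval after treatment. Groups and replicate numbers were taken from the sample titles.

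The authors' full table lists 17744 genes with FPKM values per library (fragments scaled by gene length and library size). The authors' table also holds a signal column set, the means of DESeq2 normalized counts over all samples and over each group, per the file headers. The fold change is a ratio of those means and the log2 fold change its log2, both made by the authors with DESeq2, per the file headers. The p-value and q-value columns of the authors' deposited table come from the same comparison. A deposited filtered table holds 2746 of these genes. Its name gives a p threshold of 0.5, whereas its largest p is 0.0496 and it equals the genes of the full table with p under 0.05 and fold of at least 1.5.

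Gene symbols and NCBI Gene identifiers are those of the authors' table. No coordinates are given, since the build is not stated. GC content came from GENCODE M21 transcripts by symbol and covered 97.0% of the genes tested.

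The table holds no column of counts, so the planned count test was replaced by its stated substitute for normalized values: limma 3.58.1 (trend, robust) in R 4.3.3 on log2(FPKM + 1). Genes with FPKM of at least 1 in 3 libraries entered, 10655 in all. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. P-values are two-sided with Benjamini-Hochberg adjustment, and 0.05 was the threshold. Gene lists were tested with camera at an inter-gene correlation of 0.01. Pathways were the KEGG annotation of the authors' table with 10 to 500 tested genes. The lists, the panel, the main test and most alternatives were fixed before the data were examined. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

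Depth was recovered from the deposited values. The FPKM columns and both group means obey one linear relation, with a largest relative deviation of 5.68e-07, which gives whole reads per gene and library. Of 77578 values between the lowest read and a fixed upper bound, 100% lay within 0.05 of a whole number. The libraries hold 35024080 to 38113103 recovered reads. Reads carry no molecular identifiers, so floors of 3 reads cover counting error only. In simulated data the recovery returned 100% of 23994 values over 3999 genes.

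The limma fit was tested on simulated data with 200 changed genes. It recovered 99.5% with 15 false calls at a dispersion of 0.01 over 10664 genes, and 58.5% with 4 false calls at 0.05 over 10650 genes. Camera gave p under 0.05 for 10 of 200 unchanged lists. In these simulations genes varied independently and the ultrasound libraries held no split among themselves. They therefore do not show how either test behaves on correlated lists or on libraries that stand apart.

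Genes named in the text are the 5 largest rises and 5 largest falls among genes with adjusted p under 0.05, mean FPKM of at least 1 and all ultrasound libraries on one side of all control libraries. The panel genes are named too, with list members where a list is described. Of the 14 panel genes, 1 is not reported here. Genes named outside this rule are marked as chosen after their values were seen. Alternatives covered scaling, filters, the pseudocount, the robust option, a replicate block, set tests, thresholds, abundant genes and each library left out. Voom on recovered reads, a term for ultrasound 2 and 3, and the authors' DESeq2 values were added after the data were examined. EdgeR and DESeq2 were not used here.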

Results

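Transcriptomes of sorted splenic CD8 T cells were compared between 3 control libraries and 3 libraries labelled with focused ultrasound, here called ultrasound libraries, a treatment in which sound waves are concentrated on a tissue. The series title names the spleen as its target and immune activation as its subject. Recovered reads numbered 35297644, 35024080 and 35281870 in the controls and 35204096, 37490068 and 38113103 in ultrasound 1, 2 and 3. No pair of libraries agreed within counting noise, with a chi-square per degree of freedom of 22.1 or more, so none was treated as a repeat deposit of another. That the 6 are separate replicates is taken from the labels.

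The libraries did not fall into 2 tight groups. Component 1 held 70.8% of the variance and placed ultrasound 1 at -0.53, between the controls at -15.81 or lower and ultrasound 2 and ultrasound 3 at 33.22 and 39.71. On component 2, with 19.2% of the variance, ultrasound 1 lay apart at -30.09 and the other 5 libraries between -3.51 and 11.49. Ultrasound 2 and ultrasound 3 differed from each other with a chi-square per degree of freedom of 24.3, and from ultrasound 1 with 147 and 161. Mitochondrial genes took 2.05% to 2.70% of reads in the controls and 2.19% in ultrasound 1, against 0.954% in ultrasound 2 and 0.937% in ultrasound 3. The labels name no batch. This split holds ultrasound samples only on one side and 1 ultrasound sample on the other, so a comparison within it rests on ultrasound 1 alone against the 3 controls.

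**Figure D1:**
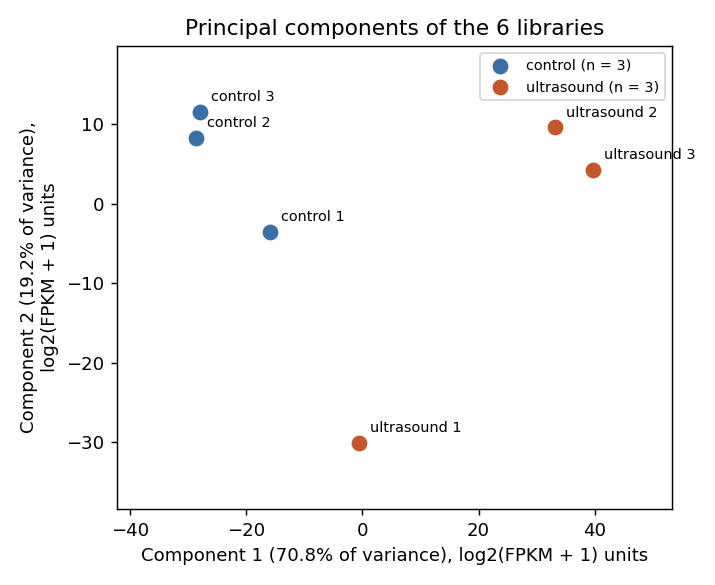
Principal components of log2(FPKM + 1) for the genes tested, one point per library, with control and ultrasound libraries in separate colours. Ultrasound 2 and ultrasound 3 lie at 33.22 and 39.71 on component 1, and ultrasound 1 lies at -0.53.

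The first comparison asked which genes differ between the groups. Of 10655 genes tested with limma, 864 had an adjusted p under 0.05, 698 higher and 166 lower in ultrasound libraries. The split between directions moved with scaling: median-of-ratios size factors gave 280 higher and 188 lower, upper-quartile factors 363 and 214, and voom on recovered reads 318 and 250. The median log2 change over all genes was 0.09 in the main analysis and -0.02 with median-of-ratios size factors. The smallest adjusted p over all genes was 0.0297, so every gene called lay near the threshold. A fit with a library left out also has less power, so a count of 0 does not single out that library. The count changed widely between such fits. It was 5628 without ultrasound 1 and 571 without control 1, with 459 of the 571 shared with the main result. It was 0 without control 2, control 3, ultrasound 2 or ultrasound 3, where 1945, 2137, 1971 and 1913 genes had an unadjusted p under 0.05. With a term for ultrasound 2 and 3, which leaves ultrasound 1 against the controls, 150 genes passed. All 3 ultrasound libraries lay on one side of all controls for 3710 genes, or 34.8%, where exchangeable libraries would give 10%. Ultrasound 2 and ultrasound 3 stand apart from the other libraries, so the libraries are not exchangeable, and genes are not independent. The excess over 10% therefore does not measure an effect of treatment.

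**Figure D2:**
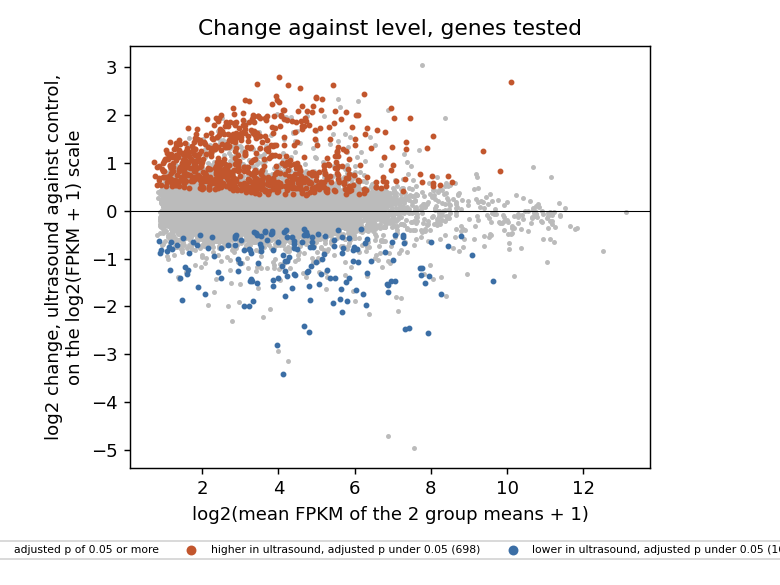
Log2 change between ultrasound and control libraries against mean level, one point per gene tested, on the log2(FPKM + 1) scale. Coloured points are the 698 genes higher and 166 genes lower in ultrasound libraries with adjusted p under 0.05.

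Past fold 1.5 and an unadjusted p under 0.05 lay 1279 genes, 909 higher and 370 lower in ultrasound libraries. An unadjusted p under 0.05 was reached by 3321 genes, where chance gives 533, and fold 1.5 with p under 0.5 by 1462. The filtered table of the authors' deposited values holds 2746 genes, 1869 higher and 877 lower. Without ultrasound 1 the count at fold 1.5 and p under 0.05 was 2210, and without ultrasound 3 it was 835.

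Lyz2 (NCBI Gene 17105) had the largest read support among the 5 largest rises, from 305 ± 168 FPKM in controls to 1888 ± 723 in ultrasound libraries (SD, n = 3 each), a log2 change of 2.69 with standard error 0.40 and limma adjusted p 0.0304. Gm19951, Ly6a2, Tppp3 and Hp rose by 2.79, 2.65, 2.63 and 2.63 on the log2 scale. Lyz2 and Ly6a2 have close copies, and reads shared with them leave their values uncertain. The 5 largest falls were Maff, Nr4a2, Tnfaip3, Rgs16 and Cd69, with log2 changes of -3.42, -2.80, -2.56, -2.54 and -2.48. Tnfaip3 went from 391 ± 3.77 FPKM to 89.2 ± 87.8 (SD, n = 3 each), with 190 FPKM in ultrasound 1 against 32.9 and 44.4 in ultrasound 2 and ultrasound 3. In the authors' deposited table Maff and Tnfaip3 have q of 0.114 and 0.0522.

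The panel of 14 genes, fixed before the data were examined, covers sorting markers and effector, memory and cycling genes. By limma, 4 passed an adjusted p of 0.05 over all genes, and 4 passed adjusted over the list alone. Ifng fell from 40.7 ± 7.93 to 13.2 ± 4.55 FPKM (SD, n = 3 each; limma adjusted p 0.0304), and Cd69 from 259 ± 26.7 to 58.9 ± 53.9 (limma adjusted p 0.0442). Gzmb rose from between 23.4 and 28.8 FPKM in controls to between 43.2 and 65.2 in ultrasound libraries (limma adjusted p 0.0311) and Cd44 from 23.2 ± 4.39 to 38.4 ± 3.29 (limma adjusted p 0.0389). Of the others, Ptprc, Cd3e, Cd8a, Cd8b1, Cd4, Tnf, Prf1, Mki67 and Pdcd1 had limma adjusted p from 0.141 to 0.994. With median-of-ratios size factors 2 panel genes passed, and without ultrasound 1 8 did.

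**Figure D3:**
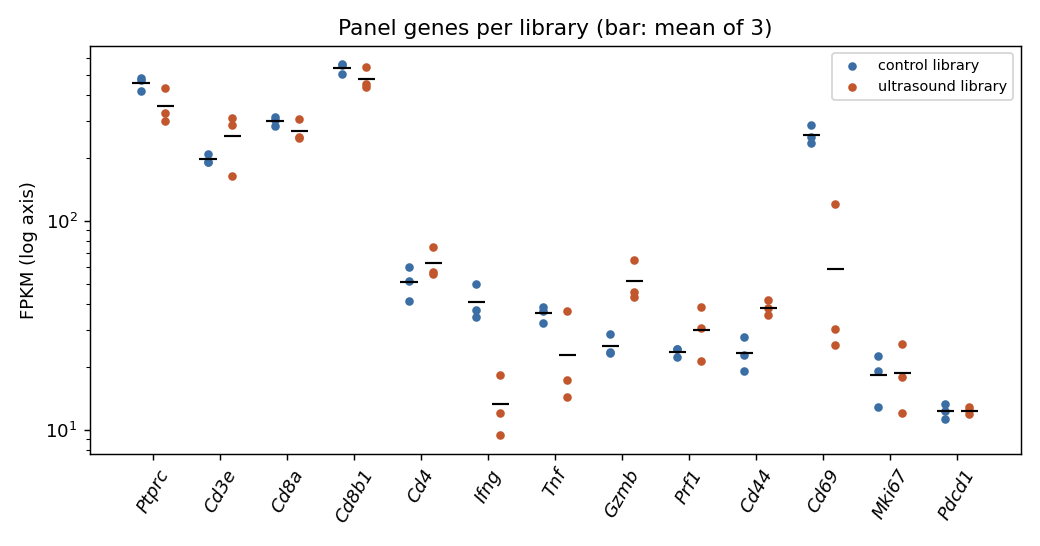
FPKM of 13 panel genes on a log axis, one point per library and a bar at each group mean. Ifng lies between 34.8 and 49.7 FPKM in controls and between 9.39 and 18.3 in ultrasound libraries.

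Camera, at its preset correlation, placed 4 of 7 function lists past an adjusted p of 0.05. The activation and immediate early list was lower (median log2 change -0.70 over 20 genes, 15 lower, camera adjusted p 1.23e-07), as were the heat shock list (-0.97, 12 of 12 lower, 1.23e-07) and the naive and central memory list (-0.34, 13 of 15 lower, 4.54e-06). The proliferation list passed at 0.0456 with a median of -0.02. The cytotoxic effector, inhibitory receptor and interferon response lists did not pass, at 0.814, 0.814 and 0.452. With the correlation estimated from the data no list passed, and under fry only the naive and central memory list did (0.0241). Heat shock genes varied widely among the controls: Hspa1b, which shares reads with its near-identical copy Hspa1a, had 46.5, 321 and 726 FPKM there and 26.0, 0.978 and 5.83 in ultrasound 1, 2 and 3.

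**Figure D4:**
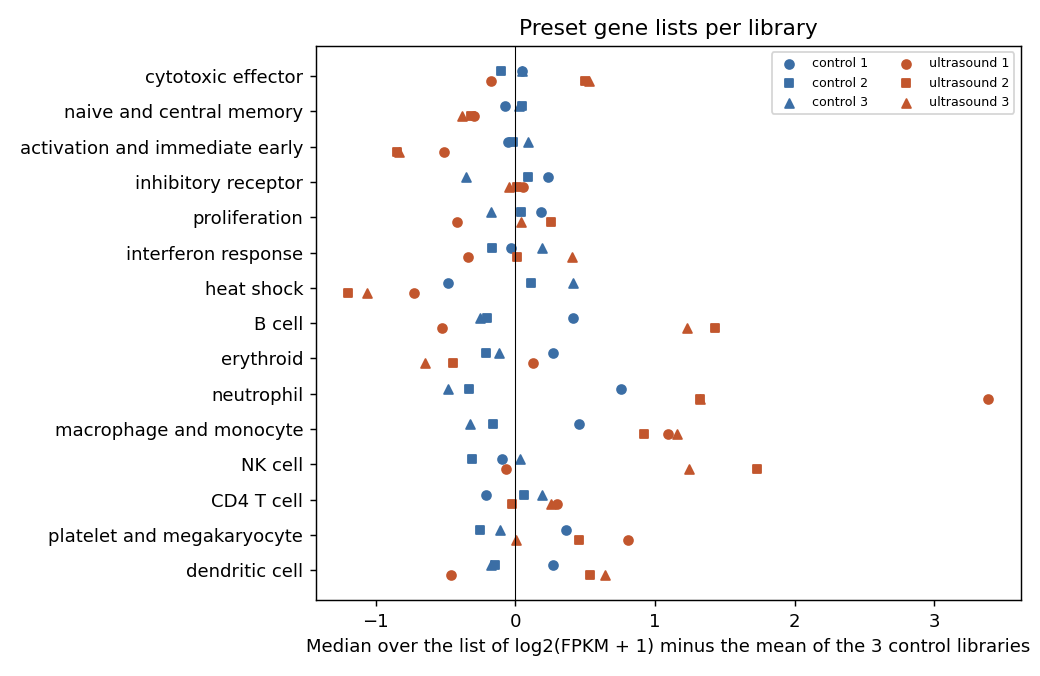
Median over each preset list of log2(FPKM + 1) minus the control mean, one point per library. The B cell list lies at -0.53 in ultrasound 1 and at 1.43 and 1.23 in ultrasound 2 and ultrasound 3.

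Lists of other cell types were compared between the groups, since a difference in admixed cells would move them. This does not measure how pure each library is, and a list that does not pass is no sign of a pure sort. In controls the tested genes of the B cell list together had 2405 FPKM on average. The macrophage and monocyte list was higher (median log2 change 1.08, 13 of 13 higher, camera adjusted p 6.80e-05), the neutrophil list was higher (1.86, 10 of 10, 0.00443) and the erythroid list lower (-0.43, 7 of 7, 0.0135). The neutrophil list lay at 3.39 in ultrasound 1 and at 1.32 in both ultrasound 2 and ultrasound 3. The erythroid list lay at 0.13 in ultrasound 1, within the controls, and at -0.45 and -0.64 in ultrasound 2 and ultrasound 3, and 0 of its 7 genes were lower in every ultrasound library than in every control. By camera the NK cell list had an adjusted p of 0.0790, the B cell list 0.292 and the CD4 T cell list 0.809. The platelet and megakaryocyte list (2 genes tested) had 0.292 and the dendritic cell list (4 genes tested) 0.872. The NK cell list lay at -0.07 in ultrasound 1, within the controls, and at 1.73 and 1.24 in ultrasound 2 and ultrasound 3. No list of other cells passed under fry or an estimated correlation. Of 307 KEGG pathways, 24 passed with camera, 18 higher and 6 lower, led by Lysosome (median log2 change 0.33, adjusted p 0.000406) and Ribosome (-0.08, 0.000585). An estimated correlation gave 0 pathways and fry gave 217.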

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

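The cut-offs for calling a transcript present were set after the values were seen, and the tests of an organ source as the whole cause and of a different response in a common preparation were chosen after the result was seen. That the intestine list decides the test on other organs was also settled after the values were seen. The brain list alone would not have met it: 7 of its 12 members had over 3 reads in ultrasound 1, and 6 or 7 in each control, against 12 in ultrasound 2 and 10 in ultrasound 3. Marker lists of 8 organs were written before their values were looked at.

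Genes outside the tested set gave signal in ultrasound libraries above the level in controls. Genes with at least 10 reads in one library and 0 in all libraries of the other group numbered 294 in ultrasound 2, 22 in ultrasound 3 and 8 in ultrasound 1, against 3 or fewer in each control. Over the untested members of the brain list, ultrasound 2 had 111 RPM (reads scaled to library size), ultrasound 3 13.3 and ultrasound 1 4.57, against 4.02 or less in controls. Over those of the lung list ultrasound 2 had 9.28 and ultrasound 3 2.20 RPM, against 0.539 or less. Small excesses appeared over 2 liver genes in ultrasound 1 (0.511 RPM, or 18 reads, against 0.0571) and over 3 heart and muscle genes in ultrasound 1, 2 and 3 (0.170, 0.400 and 0.289, against 0.142). These last values rest on 18 reads or fewer per library. Of the other lists, pancreas and testis showed no such excess and no kidney marker is listed.

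Brain RNA or reads carried into these libraries would need one similar ratio between ultrasound 3 and ultrasound 2 over the markers. The test came out against that: the log2 ratio had an SD of 1.55 over 12 markers, wider than the 0.28 over all tested genes. The test is weakened because 6 or more of the 12 markers had over 3 reads in each control, and the ratio of such a marker says less on carried-over RNA. Whether brain RNA is the source therefore stays open. A biological source of these transcripts was not tested.

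The intestine list went the other way. Of 12 members, 11 or more had over 3 reads in ultrasound 1 and each control, against 2 or fewer in ultrasound 2 and ultrasound 3, as transcripts of other organs carried into libraries of one preparation or run would give. In both ultrasound 2 and ultrasound 3, 8 members had 0 reads. This argues against a different response of 2 animals in one common preparation, although Lct, singled out after its values were seen, had 44 and 12 reads there. Whether such transcripts are the whole cause of the distance stays open. Over the 746 genes lower by fold 1.5 in ultrasound 2 and ultrasound 3, each of the other 4 libraries exceeded them by 40606 RPM or more. These genes were selected for being lower, so an excess was fixed in advance. The 12 intestine members together had at most 16.8 RPM in those 4 libraries. They do not measure all the RNA an organ would bring, so the comparison sets no limit on it. An organ outside the lists was not tested. What sets the abundant genes apart stays open, and a response that differs between animals in addition to a difference in preparation was not excluded.

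Trends with GC content did not settle it. Across the split they were 0.324 or more in all 8 pairs, while 1 pair within it, ultrasound 2 with ultrasound 3, reached 0.337. Gene length argued less for a role: trends across the split began at 0.142 in size and none exceeded the 0.281 found between control 2 and control 3.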

How the results depend on the processing

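The count of 864 genes stayed within 1.5 times under a pseudocount of 0.1, at least 10 reads in every library, a non-robust fit, upper-quartile factors and without mitochondrial, hemoglobin and immunoglobulin genes. Median-of-ratios size factors gave 468 and voom on recovered reads 568, sharing 430 and 481 genes with the main result. Without a filter 0 genes passed, with 4216 at an unadjusted p under 0.05. A term for ultrasound 2 and 3 gave 150 genes, and 822 past fold 1.5. The authors' deposited table has 2179 genes with q under 0.05, 817 of them shared, and 2746 past fold 1.5. Adjusted p under 0.01 gave 0 genes, with 3321 at an unadjusted p under 0.05, and under 0.1 gave 1962. Fold 2 gave 525. The cause of these differences was not tested.

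Leaving out one library gave from 0 to 5628 genes, from 835 to 2210 past fold 1.5, from 0 to 8 panel genes, from 3 to 5 function lists, from 3 to 4 lists of other cells and from 3 to 44 pathways. Ultrasound 1 gave the highest gene count when left out, and control 1 gave 571 genes. Control 2, control 3, ultrasound 2 and ultrasound 3 each gave 0 genes, with 1945, 2137, 1971 and 1913 at an unadjusted p under 0.05.

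Of 4 panel genes, 2 passed with median-of-ratios size factors, 0 without a filter and 1 with a term for ultrasound 2 and 3. All 10 named genes kept their direction under each of 17 alternatives, and 79 of the 170 results for them lost their adjusted p. Genes were named only where all ultrasound libraries lay on one side of all controls. Leaving a library out could therefore not reverse them, so their kept direction is no independent support. An estimated correlation gave 0 function lists, 0 lists of other cells and 0 pathways, and fry gave 1, 0 and 217.

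The replicate numbers do not pair the samples: deviations of same-numbered libraries correlated at -0.04, 0.05 and 0.06. With the replicate block 0 genes and 0 panel genes passed, with 3249 genes at an unadjusted p under 0.05.

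Directions reversed for results that had not passed in the main analysis, apart from the proliferation list, and the cause was not tested. List directions are those of the set test; log2 changes or list medians follow in brackets. With median-of-ratios size factors this held for Mki67 (-0.11), Pdcd1 (-0.11), inhibitory receptor list (-0.11) and dendritic cell list (0.39). With upper-quartile factors this held for Mki67 (-0.10), Pdcd1 (-0.098), inhibitory receptor list (-0.098) and dendritic cell list (0.40). Without mitochondrial, hemoglobin and immunoglobulin genes this held for Mki67 (-0.0086), Pdcd1 (-0.0054) and dendritic cell list (0.46). With voom on recovered reads this held for Mki67 (-0.12), Pdcd1 (-0.12), inhibitory receptor list (-0.12) and dendritic cell list (0.16). With a term for ultrasound 2 and 3 this held for Cd3e (-0.26), Tnf (0.033), Prf1 (-0.14), Mki67 (-0.52), cytotoxic effector list (-0.17), inhibitory receptor list (0.055) and B cell list (-0.53). In the authors' deposited table this held for Mki67 (-0.098) and Pdcd1 (-0.12). With no filter on low values this held for dendritic cell list (0.39). With at least 10 reads in every library this held for dendritic cell list (0.39). Under fry this held for inhibitory receptor list (0.0070), interferon response list (0.017) and dendritic cell list (0.23). Among the fits that each left out one library, some reversed for Mki67 from -0.25 to 0.27, Pdcd1 from -0.048 to 0.061, inhibitory receptor list from -0.048 to 0.061, CD4 T cell list from 0.093 to 0.35, dendritic cell list from 0.020 to 0.57, cytotoxic effector list from 0.16 to 0.58, interferon response list from -0.14 to 0.23 and proliferation list from -0.23 to 0.16.

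The planned comparison with DESeq2 was not run, on the recovered reads either, and the planned limma alternative is the main analysis itself. The values come from 35024080 to 38113103 reads per library. How depth affects the calls was not tested, and the floor of 3 reads covers counting error only.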

Other observations

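The tests on B cells, on dilution, on ultrasound 1 alone and on handling were chosen only after the result was seen.

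Genes higher in ultrasound libraries may reflect a larger share of myeloid cells. A list of 19 myeloid genes not looked at before had a median log2 change of 1.41, and 15 of them were higher in every ultrasound library than in every control, where 25.9% of all tested genes were. Lyz2 reached 1888 FPKM in ultrasound libraries. B cells as the cause of all genes called higher were argued against: 69 of 698 such genes rose by more than every B cell gene, beyond 2 standard errors, and 0 of 11 B cell genes were above every control in all ultrasound libraries. This rests largely on ultrasound 1, where the B cell list lay at -0.53 relative to the control mean. In ultrasound 2 and 3 it lay at 1.43 and 1.23, so B cells as a part of the rise there stay open. The NK cell list lay at 1.73 and 1.24 there, and NK cells as a source of the rise were not tested. The labels report sorting, and the share of other cells was not measured, so a change within myeloid cells stays open.

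The median log2 change of the immediate early list lay -0.60 below that of 10 T cell genes, the lowest of which, Cd3d, lay at -0.22. This argues against dilution of T cell RNA by other cells in ultrasound 2 and 3, where the list lay at -0.84 and -0.83 relative to the control mean, the median T cell gene at 0.08 and 0.06 and the lowest at -0.09 and -0.26. In ultrasound 1 dilution stays open: the list lay at -0.51, below the median T cell gene at -0.24 but not below the lowest at -0.55. Of the 20 immediate early genes, 10 lay below that lowest T cell gene there. However, 9 of 10 T cell genes were lower than in every control, and these values rest on 1 library. The difference between ultrasound 2 and 3 and the other libraries as the whole cause stays open as well, for this list and the heat shock list. In ultrasound 1, 14 of 20 immediate early genes and 9 of 12 heat shock genes were lower than in every control, against 23.1% of all tested genes, but so were the T cell genes named and 23 of 23 proliferation genes, and this is 1 library. Unequal handling of the spleens between groups cannot be told apart from treatment, since the labels give no handling times. Hspa1b, a heat shock gene picked after its values were seen, spanned 3.96 on the log2 scale among the controls alone. The range of 1 gene cannot be set against a list median. As list medians, the heat shock list lay at -0.48, 0.12 and 0.41 in control 1, 2 and 3. The immediate early list lay at -0.05, -0.01 and 0.09 there. Treatment itself remains an untested explanation.

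Of the 10 splits of the 6 libraries, 1, the real one, gave as many as 864 genes with adjusted p under 0.05, and 1 gave as many genes past fold 1.5 with unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1. For the gene lists, 8 of the 10 splits gave as many function lists, 7 gave as many lists of other cells and 3 gave as many pathways, so the counts of lists from camera at its preset correlation do not set the real grouping apart.

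The changes of ultrasound 1 and of ultrasound 2 and 3 against the same controls correlated across genes with r of 0.512, where unchanged groups simulated against these controls gave 0.320 on average and 0.374 at most over 100 simulations. Genes are not independent replicates.

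Among genes called higher by the authors with q under 0.05 in the deposited table, 90 had 3 reads or fewer in every control, 91 had over 80% of their ultrasound reads in ultrasound 2, and 68 met both conditions.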
